A study of Nematostella vectensis with 27 samples.

How the data were processed

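The series covered 27 libraries from the sea anemone Nematostella vectensis, a cnidarian used as a laboratory animal for development and evolution. Single-cell ATAC-seq tags accessible chromatin with the Tn5 transposase in individual nuclei. It was run on 24 libraries, made on the 10x Genomics droplet platform. Of these, 17 came from whole adults, 5 from neurons sorted by the fluorescence of an elav1 reporter line, and 2 from whole gastrulae collected 26 hours after fertilization. Per the labels, 19 of the 24 libraries were made from fixed material and the other 5 from fresh material; for adults and gastrulae the fixative was a low concentration of formaldehyde. A multiome preparation of adult nuclei gave 1 further ATAC library and 1 RNA library, and 1 adult library was a 5′ single-cell RNA library. Each library was assigned to one of 9 groups from its title.

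The processed data analysed here were 1 peak list for the whole series, as deposited by the authors. It has 6 columns and no header, and gives a sequence name, a start, an end and a running peak name. The score column and the strand column are empty in all rows (0 rows with a score and 0 with a strand). No column names a library or a cell type. The peak caller, its threshold, the way in which libraries or cell types were combined, and the genome build are stated neither in the labels used here nor in the file. Read depth is therefore unknown for every library, and no confidence interval, replicate comparison or count model could be computed. Comparisons between adults, gastrulae and neurons, between fixed and fresh nuclei, and between cell types were not analysed here. A consensus list also hides differences between libraries: a peak seen in a single cell type and one seen in every cell type look alike in it.

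The list was read as BED, with starts counted from 0, and coordinates are given counted from 1. Genes came from a RefSeq gene table of the assembly jaNemVect1.1, with 38762 genes, of which 19231 are protein-coding and 19206 of those lie on the 15 chromosomes. The table gives the span of each gene but neither strand, exons, product names nor sequence. The peak list names no build, and its sequence names, which could identify an assembly, were not looked up. The correspondence was instead tested on the data. The 15 sequences taken as chromosomes were chosen by a shared prefix of their names. Each of them was set against each of the 15 chromosomes of the table. The share of peak centres within 500 bp of the end of a protein-coding gene was 22.2% to 29.7% on the best match and 13.5% to 16.1% on the next best. The best matches formed a one-to-one assignment, which for 15 of 15 sequences was also the order of their names in the list, and gene positions were used on that basis. The length of each chromosome was taken as the last annotated gene end or peak end, 268 Mb in total, which is a lower bound.

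A gene end is either end of the gene span, since the start of transcription could not be told from the other end. Peaks were classed by their centre, in the order of priority gene end (within 500 bp), inside a gene span, and intergenic. The expected shares came from 1000 circular shifts of the peak list within each chromosome, which keep the spacing of the peaks. Clustering was tested against 1000 random placements within the same chromosome. These are two-sided permutation tests whose smallest possible p is 0.001. Benjamini-Hochberg adjustment was applied over the 3 gene classes. Spread is given as the SD over the 15 chromosomes. Comparisons between sets of peaks used an exact two-sided sign-flip permutation test over the 15 chromosomes (32768 sign patterns, smallest p 6e-05). Chromosomes are not biological replicates, so these tests describe this list and not the variation between animals. The gene-end test was run first on simulated lists of 112673 peaks. In a uniform list it gave a ratio of 1.01 (permutation p = 0.149). In a list with 10% of peaks moved to gene ends it found 21.1% of peaks there, against the 21.1% that the simulation was built to have. Both used 200 shifts. The uniform list was a single draw without the clustering of the deposited list. Its p therefore does not show how the test behaves with clustered peaks.

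Several analyses fixed before the data were examined could not be made with a list of positions and gene spans. The gene-end test stands in for a promoter test. Exons and introns were not separated. GC content, consensus motifs, peak scores, cell-type sharing, and the lists of transcription factor and ribosomal protein genes were not analysed here, and elav1 itself was not identified among the numbered gene names. The genes named are the 10 protein-coding genes with the most peaks by nearest gene end, the windows named are the 5 windows of 50 kb with the most peaks, and the single peak named is the narrowest, since the widest length was shared by most peaks. This rule was set in advance, with the start of transcription in place of the gene end. The longest stretches without a peak were chosen after their values were seen. Alternatives were other gene-end windows (200 and 1000 bp), any overlap of at least 1 bp, overlap of the larger part of the peak, all annotated genes, random placement, merging of overlapping peaks, and other distances for close neighbours (500 and 2000 bp). Added after seeing the data were the use of 1 peak length only, shifts limited to sequence within 10 kb of a peak, shifts in which the best chromosome was chosen anew, the share inside genes among peaks away from gene ends, random placement and merging for the shares inside genes and between them, and counting of peaks inside the span of the named genes. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.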

Results

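To describe the regulatory elements of Nematostella vectensis at the level of cell types, the study profiled chromatin accessibility in single nuclei from whole adults, whole gastrulae and sorted neurons. The 27 libraries fell into 9 groups. The fixed adult ATAC group had 16 libraries and the fresh adult ATAC group had 1. The sorted neurons gave 2 fixed and 3 fresh libraries, and the gastrulae 1 fixed and 1 fresh library. Adults also gave 1 multiome preparation, with an ATAC and an RNA part, and 1 single-cell RNA library of the 5′ type. The measurement analysed for these groups was a single list of accessible regions (peaks) for the series as a whole. Values are therefore given for the list, with the spread over chromosomes as their error, and the depth of the libraries behind it is unknown.

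The list held 112728 peaks on 26 sequences. The 15 chromosomes carried 112673 of them (99.95%), and the other 55 peaks lay on 11 further sequences, with at most 14 on any one of these. Peaks were short and nearly uniform in length. In all, 81632 peaks (72.4%) were 250 bp long, 31095 (27.6%) were 249 bp long, and 1 was 185 bp long. This narrowest peak covered bases 1 to 185 of chromosome 3, at the very start of the sequence, and its centre lay 575 kb from the nearest end of a protein-coding gene. Together the peaks covered 27.9 Mb. On the chromosomes they covered 10.4% of the 268 Mb spanned by annotated genes and peaks. With lengths this uniform, the covered share follows from the number of peaks and does not measure the extent of open chromatin.

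Peak density was 420 per Mb over all chromosomes and differed between them. It was lowest on chromosome 5, at 357 peaks per Mb, and highest on chromosome 6, at 479 peaks per Mb, with a mean of 417 ± 39.7 (SD, n = 15 chromosomes). Chromosome 5 also had the lowest density of protein-coding genes, 55.7 per Mb against 78.6 per Mb on chromosome 6. Chromosome 2 had the highest gene density, 81.7 per Mb, and 458 peaks per Mb.

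The first comparison asked whether peaks were spread evenly along the chromosomes. The median distance between the starts of neighbouring peaks was 799 bp, with an interquartile range of 423 to 2512 bp. Placement at random would give a median of about 1651 bp. The next peak started within 1000 bp for 57.0% ± 2.73 of peaks (SD over n = 15 chromosomes). In 1000 random placements of the same number of peaks this share averaged 34.5% and ranged from 34.1% to 34.9%. The observed share was 1.65 times the random one (two-sided permutation test, p = 0.001, the smallest value that the placements can give). The alternative that moved this ratio most, chosen after seeing the data, was restriction to peaks of 250 bp, which gave 2.22. Random placement lets peaks overlap freely, whereas in the list only 6452 of 112658 neighbour pairs (5.73%) overlapped and only 26 pairs started less than 150 bp apart, so the excess of close neighbours began at distances above 150 bp.

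**Figure D1:**
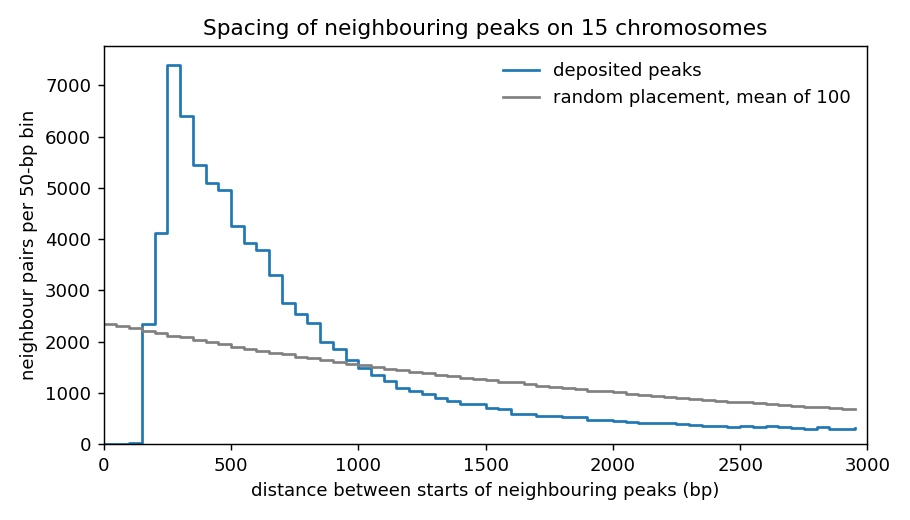
Distance between the starts of neighbouring peaks (x axis, bp) against the number of neighbour pairs per 50-bp bin (y axis), for the deposited peaks and for the mean of 100 random placements on the 15 chromosomes. The deposited list has almost no pairs below 150 bp and its highest bin, with 7402 pairs, at 250 to 300 bp.

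Peaks were also counted in fixed windows of 50 kb. Positions refer to the matched chromosomes of jaNemVect1.1, since the peak list names no build. The median window held 21 peaks and the 95th percentile was 41, and 258 of 5372 windows held none. The densest window, bases 11750001 to 11800000 of chromosome 6, held 81 peaks and overlapped 3 protein-coding genes, LOC116618074, LOC5512033 and LOC5512053. Next came bases 19250001 to 19300000 of chromosome 2, with 77 peaks, and bases 16300001 to 16350000 of the same chromosome, with 75 peaks and a single protein-coding gene, LOC5515709. The windows at bases 5900001 to 5950000 of chromosome 10 and 9300001 to 9350000 of chromosome 5 held 71 and 70 peaks. In 1000 random placements no window held more than 52 peaks. At the other extreme, among stretches chosen after their values were seen, the longest without a peak ran for 820 kb on chromosome 15, from base 11375067 to 12195230, and contained 1 annotated gene. A peak-free stretch of 609 kb on chromosome 8, from base 11847723 to 12457155, contained 925 annotated genes, of which 601 were snRNA genes, 299 rRNA genes and 4 protein-coding genes.

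The position of peaks relative to protein-coding genes was compared next. Peak centres lay within 500 bp of a gene end for 29778 peaks, or 26.1% ± 2.29 per chromosome (SD, n = 15) and 26.4% of all peaks on chromosomes. Circular shifts of the list gave 12.3% on average, with a range of 11.9% to 12.8% over 1000 shifts. The ratio of observed to shifted share was 2.14 (two-sided permutation test, p = 0.001; Benjamini-Hochberg adjusted p = 0.001 over 3 classes). It ranged from 2.02 to 2.37 between the 15 chromosomes. That p and range take no account of the matching step, in which each sequence was given the chromosome with the highest share of peaks at gene ends. When the same choice was repeated in every shifted list, a test added after seeing the data, the shifted share was 14.4% and at most 14.7%, and the ratio 1.84 (permutation p = 0.001). The observed share was above the highest shifted one on 15 of 15 chromosomes in that test. The alternative that moved the ratio most, also chosen after seeing the data, was restriction to peaks of 249 bp, which gave 1.43. Since the gene table gives no strand, starts and ends of transcription are counted together here.

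**Figure D2:**
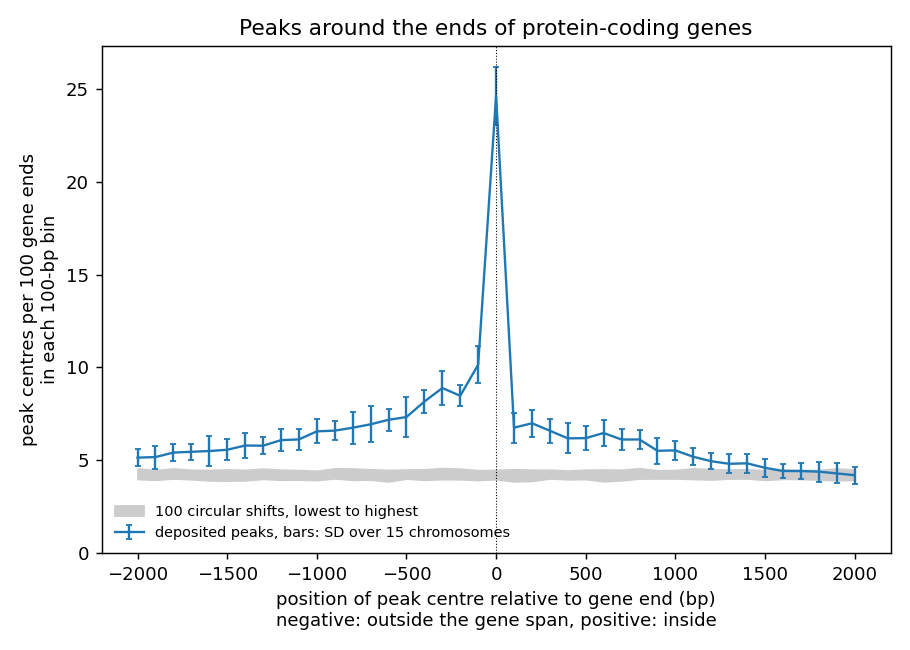
Peak centres per 100 gene ends in bins of 100 bp (y axis) by position relative to the end of a protein-coding gene span (x axis, bp, negative outside the gene), as a line with the SD over 15 chromosomes for the deposited list and a band from the lowest to the highest of 100 circular shifts. The bin at the gene end reaches 24.6, against 4.23 for the shifted lists.

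Around gene ends, the bin centred on the end held 24.6 ± 1.56 peak centres per 100 gene ends (SD, n = 15 chromosomes), compared with 4.23 in the shifted lists. The bin 100 bp outside the gene held 10.2 ± 0.994 and the bin 100 bp inside held 6.76 ± 0.813. At 2000 bp outside, the value was still 5.14 ± 0.460, above the highest of 100 shifted lists, 4.56. Inside the gene the excess ended sooner, and every bin from 1600 to 2000 bp lay within the range of the shifted lists, with 4.20 ± 0.468 at 2000 bp. Bins were counted at fixed distances, whatever the length of the gene or the nearness of other genes. Outside bins can therefore fall on neighbouring genes, and inside bins past the far end of short ones. The 2 sides do not show how far accessibility itself reaches. Of 38412 gene ends, 23108 (60.2%) had a peak centre within 500 bp, and 16562 of 19206 protein-coding genes (86.2%) had one at either end or both. No shifted share was computed for these 2 counts, so they do not measure an excess.

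Peaks inside gene spans but farther from their ends made up 53.9% ± 2.26 per chromosome (SD, n = 15). The shifted lists gave 60.8%, a ratio of 0.884 (permutation test, p = 0.001, adjusted p = 0.001). This direction held on 13 of 15 chromosomes. Chromosome 5 was one of the exceptions, with a ratio of 1.04. For peaks of 249 bp alone, a subset chosen after seeing the data, the ratio was 0.995 (permutation p = 0.439) and a lower share inside genes was not detectable. For peaks of 250 bp alone it was 0.842 (permutation p = 0.001). Whether the lengths differ in this ratio was not tested. Intergenic peaks made up 20.0% ± 2.08 per chromosome (SD, n = 15), against 26.9% in the shifted lists, a ratio of 0.738 (permutation test, p = 0.001, adjusted p = 0.001), and were below the shifted share on all 15 chromosomes. Intergenic here means outside protein-coding genes, so peaks in other annotated genes are included. With all annotated genes, 16.1% of all peaks were intergenic, against 22.1% in the shifted lists. When the shifts were limited to the 246 Mb within 10 kb of a peak, an alternative chosen after seeing the data, the intergenic ratio was 0.908 and the ratio inside genes 0.827, both with permutation p = 0.001.

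The 3 shares add up to the whole, so the rise at gene ends by itself lowers the other shares, and the ratios below 1 are not separate evidence of fewer peaks inside genes or between them. Peaks away from gene ends were therefore also compared among themselves, in a single test added after seeing the data. Of these 82895 peaks, 72.9% ± 2.51 per chromosome lay inside genes (SD, n = 15) and 73.0% in all, against 69.4% in the shifted lists. The ratio was 1.05 (permutation p = 0.001), and the observed share was the higher one on 11 of 15 chromosomes. The direction depended on the sequence over which the list was shifted: within 10 kb of a peak the shifted share was 74.8% and the ratio 0.976 (permutation p = 0.001).

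**Figure D3:**
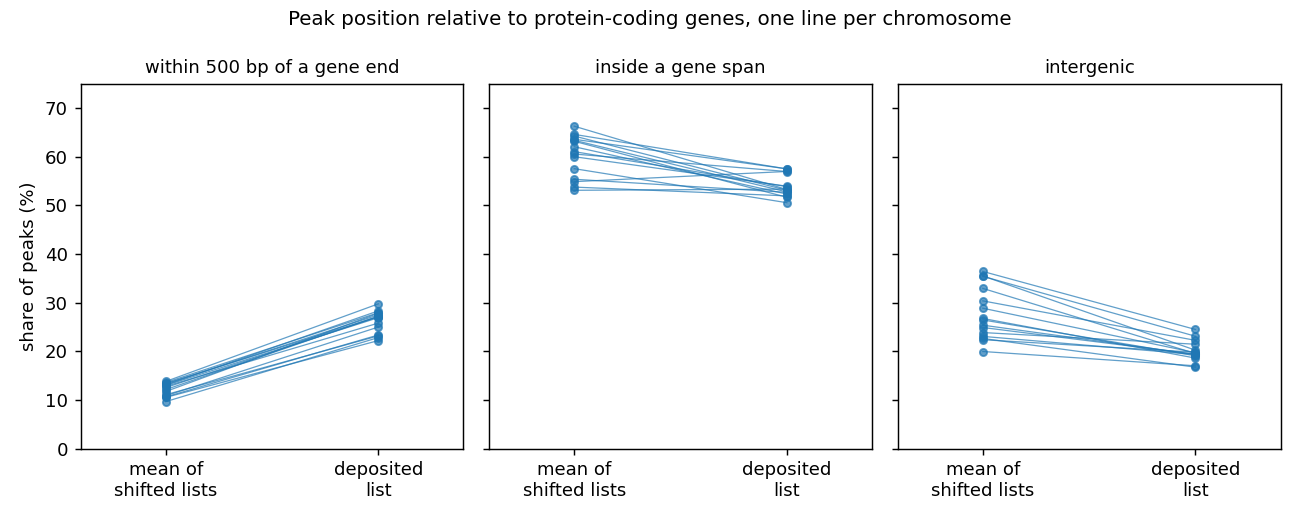
Share of peaks (y axis, %) within 500 bp of a protein-coding gene end, inside a gene span and in intergenic sequence, each line joining, for 1 of the 15 chromosomes, the mean of 1000 circularly shifted lists to the deposited list. The share at gene ends is above the shifted mean on 15 chromosomes and the intergenic share below it on all 15.

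When each peak was assigned to the protein-coding gene with the nearest end, the median gene received 4 peaks (interquartile range 2 to 8). The 95th percentile was 17 peaks, and 1280 of 19206 genes (6.66%) received none. Longer genes received more. Spearman's rho between gene span and assigned peaks was 0.48 across genes, which are not independent replicates. The 10 genes with the most peaks had 60 to 125 each and spanned 28.6 to 126 kb, against a median span of 6.18 kb. LOC5515709, at bases 16299924 to 16384124 of chromosome 2, led with 125 assigned peaks, and 119 peaks were centred inside its span. Its span ranked 63 among all protein-coding genes by length. LOC5521983, at bases 5894831 to 5923462 of chromosome 10, had 90 assigned peaks in a span of 28.6 kb, and 57 peaks centred inside. LOC5518173, at bases 9275121 to 9336925 of chromosome 5, had 84 assigned peaks and 74 inside. LOC5519890 on chromosome 6 had 76 assigned peaks. LOC5509225 on chromosome 4 and LOC5513634 on chromosome 3 had 70 each, and LOC5507882 on chromosome 7 had 69. LOC5506344 on chromosome 6 had 67 assigned peaks but only 22 inside its span. LOC5516199 and LOC5508830, both on chromosome 8, had 64 and 60. The symbols are the numbered names of the gene table, and no product names were given with them.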

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

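The 2 results in this part were looked at because they sit in features of the list that the comparisons above do not use, the exact length of a peak and the sequences other than chromosomes. The tests on the order of lengths, on the spacing of peaks of unlike length and on left-right overlap were chosen after those patterns were seen. The tests within windows, in free sequence and in gene-free windows were written down before their outcome was known, once the mixture of lengths had been noticed.

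The list mixes 31095 peaks of 249 bp with 81632 of 250 bp, and the lengths are not scattered at random. On the chromosomes, 29609 of 112657 neighbouring pairs were of unlike length (26.3%). Shuffling the lengths within chromosomes gave 44586 on average and never fewer than 44211 in 1000 shuffles (permutation p = 0.001), which argues against rounding or chance as the source of the 1-bp difference. Neighbours of unlike length never started closer than 151 bp, and shared at most 98 bp in either order. When the 249-bp peaks were shifted as a block against the 250-bp peaks, 2774 of them on average (lowest 2567 in 1000 shifts) started less than 150 bp from a 250-bp peak, against 0 in the deposited list. Neighbouring 250-bp peaks shared at most 48 bp, while neighbouring 249-bp peaks shared up to 215 bp, with 26 pairs starting under 150 bp apart. These limits are consistent with separately made peak sets that were joined with a limit on the overlap between them. Which libraries or cell types each set came from was not recorded in the file and stays open, and no biological explanation of the lengths was tested.

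The overlaps between the sets also have a direction. Among neighbours starting less than 249 bp apart, a 250-bp peak came first 3428 times and a 249-bp peak 1766 times, a ratio of 1.94. The excess had the same direction on 15 of 15 chromosomes (mean log2 ratio 0.95 ± 0.16, SD, n = 15, exact sign-flip permutation p = 6e-05, the smallest possible). A candidate explanation is a joining step that treats the earlier and the later of 2 peaks differently. The strand of genes was not used here, so gene orientation stays open as well and was not tested.

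The lengths differed in where they lay. Of the 249-bp peaks, 17.4% ± 2.35 per chromosome were within 500 bp of a gene end, against 29.6% ± 1.98 of the 250-bp peaks (SD, n = 15). The difference of -12.3 ± 1.76 percentage points was negative on 15 of 15 chromosomes (exact sign-flip permutation p = 6e-05). Within the same 1 Mb windows it was -11.86 ± 1.60 points, which argues against density of genes or peaks on that scale as its cause. Density on a finer scale was not tested and stays open. The 5 windows of 50 kb with the most peaks held 70 to 81 peaks each, of which 1 to 7 were 249 bp long. Counts of 249-bp peaks were also more even over 263 windows of 1 Mb, with a coefficient of variation of 25.6% against 37.0%. Gene ends already taken by 250-bp peaks stay open as a cause. In the sequence left free by 250-bp peaks, the 249-bp peaks were 1.66 times as frequent at gene ends as under 200 random placements, against 2.41 for 250-bp peaks in all sequence. This cannot be told apart from a true difference in position, because gene ends left free are those where the other set found no peak. A lower detection threshold for the 249-bp set, or an origin in rarer cell types, also stays open and was not tested, since the list carries no score and no cell type.

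All 55 peaks on sequences other than the 15 chromosomes were 249 bp long, 12 of them on a sequence that alone carries a name in another style and reaches at least 14540 bp. On the chromosomes the share of 249-bp peaks was 22.7% to 35.4%. In 195 windows of 100 kb on the chromosomes without a protein-coding gene, 622 of 694 peaks (89.6%) were 249 bp and 72 were 250 bp. This argues against the idea that sequence without protein-coding genes has 249-bp peaks alone, but narrowly, since the limit set before the outcome was known was 90%. Whether the 11 further sequences lack such genes is not known, because the gene table places 25 protein-coding genes off the chromosomes without naming their sequences. The windows may therefore not apply to the 55 peaks. A 250-bp set that was made on the chromosomes alone stays open and was not tested. No biological explanation was tested.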

How the results depend on the processing

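The alternatives on 1 peak length, on sequence near peaks, on choosing the best chromosome anew in each shifted list and on peaks inside the span of the named genes, all those on peaks away from gene ends, and random placement and merging for the shares inside genes and between them were chosen after seeing the data, and the others before the data were examined. The excess of peaks at gene ends kept its direction and stayed past the threshold (permutation p = 0.001) in 11 of 11 alternatives, with ratios from 1.43 for peaks of 249 bp alone to 2.83 for the 200-bp window. Close neighbours were in excess in 5 of 5 alternatives, with ratios from 1.25 (within 2000 bp) to 2.22 (peaks of 250 bp). The lower intergenic share was kept in 10 of 10, with ratios from 0.626 (1000-bp window) to 0.908 (shifts near peaks). The lower share inside genes was kept in 9 of 10, with ratios from 0.817 to 0.930. With peaks of 249 bp alone it was 0.995 (p = 0.439, permutation test), and the cause was not tested. Among peaks away from gene ends, the share inside genes stayed above the shifted lists in 9 of 10, with ratios from 1.04 to 1.08. It reversed to 0.976 with shifts near peaks (p = 0.001, permutation test), which leave out the long stretches without peaks.

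The median distance between neighbours rose from 799 to 887 bp when overlapping or touching peaks were merged, more than the SD of 63.9 bp over chromosomes, which follows from the removal of the closest pairs. With peaks of 249 bp alone it was 4953 bp for 31095 peaks, while with peaks of 250 bp alone it was 759 bp for 81632 peaks, a change smaller than that SD. The cause of this contrast was not tested. Merging left 106208 peaks. Of the 10 named genes, 8 kept a count within 1.5 times when peaks were counted inside the gene span, and 2 did not: LOC5521983 (90 against 57) and LOC5506344 (67 against 22).

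No alternative with a stricter score, with repeats left out, or with 1 start of transcription per gene was run, since the list has no score and the gene table no strand or sequence. The analyses of GC content, motifs, gene lists, cell types and scores were not run at all, so their alternatives were not either. No library was left out in turn, because the list does not separate libraries, and its dependence on read depth is unknown. No paired analysis was possible because no value belongs to a single library.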

Other observations

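The split of tRNA genes by distance was written down before its outcome was known, after the low overall share had been seen. The distances of 1 and 50 kb, the rRNA and snRNA genes and the count by copies of a name were added afterwards.

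Peaks were scarce at genes for small structural RNAs. A gene was counted as having a peak when a peak centre lay in its span or within 125 bp of it, and expected shares came from 1000 circular shifts of the list. For tRNA genes, 334 of 9535 (3.50%) had a peak, against 12.9% in the shifted lists. For rRNA genes it was 28 of 4060 (0.690% against 14.3%) and for snRNA genes 31 of 1752 (1.77% against 13.8%). By contrast, 88.3% of protein-coding genes had a peak (72.4% in the shifted lists) and 66.5% of lncRNA genes (50.7%). Each of these differences had a permutation p = 0.001, the smallest possible, and a Benjamini-Hochberg adjusted p = 0.001 over 9 sets. Pseudogenes had a peak in 17.3% of cases against 26.0% (permutation p = 0.006, adjusted p = 0.007), and snoRNA genes in 14.5% against 14.9% (permutation p = 1, adjusted p = 1).

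For tRNA and snRNA genes the deficit lay in clustered copies, while isolated genes had a peak more often than in the shifted lists. Of the 94 tRNA genes with no other tRNA gene within 10 kb, 86 (91.5%) had a peak, 6.8 times the 13.5% of the shifted lists. Of the 9441 tRNA genes with another within 10 kb, 248 (2.63%) had one, against 12.9% (permutation p = 0.001 and adjusted p = 0.001 for each). At a distance of 50 kb the isolated share was 94.1% (80 of 85), and at 1 kb it was 22.7% (96 of 422). The 18 isolated snRNA genes showed the same split, with 17 having a peak (94.4%, against 14.9% in the shifted lists), while 14 of 1734 clustered ones had a peak (0.807%). No rRNA gene was isolated in this sense. A lack of accessible chromatin at tRNA genes as a class is therefore argued against by the 91.5%. Reads shared between near-identical copies may explain the empty arrays, since such reads have no unique position. Among isolated genes, a name with many copies did not go with a missing peak. Of the 60 tRNA gene names, 38 occur over 100 times on the chromosomes, and 76 of the 83 isolated genes with such a name (91.6%) had a peak. The clustered genes were not compared by copies of a name. A name is not a sequence, and how alike the copies or their flanks are was not tested. The deposited list does not say how such reads were treated. Inaccessible arrays, or array copies that are not working genes, stay open and were not tested, and read-level data would be needed to separate them. The design has no group that bears on tRNA genes, so no biological explanation was tested.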
